# Aryl Hydrocarbon Receptor Regulates Muc2 Production Independently of IL-22 during Colitis

**DOI:** 10.3390/ijms25042404

**Published:** 2024-02-18

**Authors:** Archana Saxena, Chandani Mitchell, Raymond Bogdon, Kasie Roark, Kiesha Wilson, Shanieka Staley, Michelle Hailey, Michal Claire Williams, Alex Rutkovsky, Prakash Nagarkatti, Mitzi Nagarkatti, Philip Brandon Busbee

**Keywords:** inflammatory bowel disease, colitis, aryl hydrocarbon receptor, indole-3-carbinol, mucin, interleukin-22, goblet cell

## Abstract

We previously reported that an aryl hydrocarbon receptor (AhR) ligand, indole-3-carbinol (I3C), was effective at reducing colitis severity through immune cell-mediated interleukin-22 (IL-22) production. Intestinal epithelial cells (IECs) are also involved in regulating colitis, so we investigated their AhR-mediated mechanisms in the current report. A transcriptome analysis of IECs in wildtype (WT) mice revealed that during colitis, I3C regulated select mucin proteins, which could be attributed to goblet cell development. To address this, experiments under in vivo colitis (mice) or in vitro colon organoid conditions were undertaken to determine how select mucin proteins were altered in the absence or presence of AhR in IECs during I3C treatment. Comparing WT to IEC-specific AhR knockout mice (AhR^ΔIEC^), the results showed that AhR expression was essential in IECs for I3C-mediated protection during colitis. AhR-deficiency also impaired mucin protein expression, particularly mucin 2 (Muc2), independently of IL-22. Collectively, this report highlights the important role of AhR in direct regulation of Muc2. These results provide justification for future studies aimed at determining how AhR might regulate select mucins through mechanisms such as direct transcription binding to enhance production.

## 1. Introduction

Inflammatory bowel diseases (IBDs), such as ulcerative colitis (UC) and Crohn’s disease (CD), are a collection of disorders characterized by chronic and dysregulated inflammation in the gastrointestinal tract (GI), particularly the large intestine or colon. The exact etiology of IBDs is currently unknown, but most experts agree four major factors contribute to disease development and progression, which include immune cell dysregulation, genetics, the gut microbiome, and other environmental triggers [1,2]. IBD incidence is increasing worldwide, particularly in industrialized countries [3,4], and this trend correlates with increased healthcare costs associated with the affected patient population [5]. In the US alone, which has estimates as high as 3.6 million adult IBD cases, the annual health care costs associated with this disease increased from USD 6.4 billion to USD 25.4 billion from 1996 to 2016 [6]. Part of the rise in healthcare cost, in addition to increased incidence, can be attributed to the lack of a cure for IBD patients, and standard care options often result in negative side-effects or decreased efficacy after prolonged use, in addition to nonresponding patients [7,8]. With increasing prevalence, costs, and unmet challenges in current treatment options for IBD patients, there remains a high demand for ongoing research meant to better understand the mechanisms associated with IBD and identify therapeutic targets which provide long-lasting beneficial effects without deleterious side-effects.

One potential therapeutic target that continues to gain attention in IBD-related research is the aryl hydrocarbon receptor (AhR). AhR is a cytosolic-bound receptor and basic helix–loop–helix transcription factor activated by receptor-ligand binding which promotes translocation to the nucleus, wherein the AhR complex can subsequently bind to AhR-specific regions of the DNA, known as dioxin response elements (DREs), to regulate gene expression, including genes linked to inflammatory diseases [9]. Previous studies revealed global AhR knockout in mouse models of colitis led to increased colitis disease severity [10,11], and IBD patients were shown to have decreased activation and expression of AhR [12]. We published a report showing indole-3-carbinol (I3C), a natural AhR ligand derived from cruciferous vegetables, was able to reduce colitis severity and disease-associated microbial dysbiosis, attributed predominately through the production of interleukin-22 (IL-22) by innate lymphoid type 3 (ILC3) cells [13]. An interesting finding that deserved further consideration from this report was the fact that I3C treatment led to increased mucin 2 (Muc2) production. Mucin proteins, such as Muc2, are produced by specialized IECs known as goblet cells to maintain the natural barrier and loss of Muc2 promotes spontaneous colitis [14], underlying its important role in maintaining the mucosal barrier. Given the importance of Muc2 production by goblet cells, particularly as it relates to colitis, we wanted to determine, based on our previous findings, if Muc2 production was directly regulated by AhR, the result of indirect effects, such as the alteration of goblet cell development and proliferation capabilities or even consequential response of IECs to increased IL-22 [15,16].

To determine if AhR activation in IECs is directly responsible for increased Muc2 production, we generated conditional AhR knockout mice with deficiency in IECs (AhR^ΔIEC^). Mucin protein expression, along with mature goblet cell and proliferation markers, during in vivo colitis or in vitro organoid cultures with or without I3C treatment, was then evaluated. Importantly, AhR^ΔIEC^ mice no longer respond to I3C treatment during colitis when compared to their wildtype (WT) counterparts, regardless of sex. Interestingly, previously observed protective IL-22 production derived from immune cells was maintained in AhR^ΔIEC^ mice despite no longer showing protection against colitis after treatment with I3C. Most notably, AhR^ΔIEC^ mice showed impairment of Muc2 at steady-state conditions and were unable to restore Muc2 after I3C treatment in colitis, while there were no significant differential effects on goblet cells or proliferation markers in IECs between AhR^ΔIEC^ and WT. IL-22 supplementation of organoids derived from AhR^ΔIEC^ and WT mice did not impact Muc2 production but did affect goblet cell development. Collectively, these results, substantiated by the presence of AhR binding sites in the Muc2 gene promoter region, provide strong evidence that Muc2, a key component in maintaining gut homeostasis, is directly regulated by AhR independently of goblet cell development or cellular response signaling by IL-22.

## 2. Results

### 2.1. Gene Expression Analysis of Colonic Epithelial Cells (CECs) during I3C-Mediated Protection in the 2,4,6-Trinitrobenzene Sulfonic Acid (TNBS) Colitis Model

We repeated and replicated studies showing that I3C treatment of TNBS-induced colitis in female BALB/cJ mice reduced disease severity. As expected, TNBS colitis mice showed significant loss in body weight and colon length shortening as compared to vehicle controls, but colitis mice treated with I3C (TNBS + I3C) significantly reduced colitis-associated weight loss (Figure 1A) and colon shortening (Figure 1B). To evaluate IEC responses specifically during TNBS colitis and treatment with I3C, CECs were enriched from experimental groups (Vehicle, I3C, TNBS + Veh, and TNBS + I3C), and enrichment purity was assessed by flow cytometry for EPCAM-positive selection, which was found to be between 72 and 80% (Figure 1C). 

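RNA from EPCAM-enriched colonic epithelial cells (CECs) was measured on 4 arrays, 1 each for Vehicle, I3C, TNBS + Veh and TNBS + I3C. TNBS is a hapten that induces colitis when given into the colon, and I3C (indole-3-carbinol) is a dietary ligand of the aryl hydrocarbon receptor (AhR). The mice were female BALB/cJ, 8 to 10 weeks old, and cells were collected on day 5 after 1 mg of TNBS and daily injections of I3C at 40 mg/kg. The paper gives TNBS in 100 µL of 50% ethanol, and the sample labels give 50 µL of 60% ethanol. The labels name the cells as epithelial cells enriched from colon, but their RNA extraction note names whole colon, and the paper's description of enriched CECs is followed here. Cells of a group were pooled before hybridization to a Clariom D mouse array, so there are no replicates and no difference between groups can be tested. The deposited values are the authors' log2 signals from the Transcriptome Analysis Console (TAC, version 4.01.36 in the paper), and their normalization method is not given in the sources used here. The table holds 65956 probe sets. Of these, 30607 pair with 1 gene symbol, 2143 pair with several and 33206 are unnamed here. The 19293 probe sets that pair with a single protein-coding gene stand for 19046 genes and are called coding probe sets. The median over all probe sets was 4.99 in Vehicle, 5.00 in I3C, 4.87 in TNBS + Veh and 4.88 in TNBS + I3C. The TNBS + Veh median thus lay -0.12 from that of Vehicle, a shift that quantile normalization removes. Gapdh, an enzyme of glycolysis, read 17.79 in all 4 arrays, but its range may be limited there, since 11.6% of coding probe sets with a mean of 16 to 18 were equal in all arrays and none with a mean of 10 to 16. Epcam, the surface protein used for enrichment, read 17.06 in Vehicle, 16.91 in I3C, 17.06 in TNBS + Veh and 17.13 in TNBS + I3C. The highest value in the table acts as a ceiling, which 416 probe sets reached in at least 1 array, among them 17 coding probe sets. At the dim end, olfactory and vomeronasal receptors, which are genes of sensory neurons, served as a guide to background. The 95th percentile of their 1721 probe sets lay between 5.23 and 5.43 in the 4 arrays, and 8482 coding probe sets were not above it in any array.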

Using enriched CECs, transcriptome microarray analysis was performed to evaluate gene expression patterns after I3C treatment during TNBS colitis in pooled samples from each experimental group. The Partek-generated principal coordinate analysis (PCA) plot showed appropriate spatial clustering of the experimental groups (Figure 1D). 

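The first principal component over all probe sets separated both colitis arrays from both arrays without TNBS. TNBS + Veh had a score of 63.7 and TNBS + I3C a score of 15.9, against -36.9 for Vehicle and -42.8 for I3C. The second component set TNBS + I3C, at -54.0, apart from TNBS + Veh, at 29.0. The third separated I3C, at 40.2, from Vehicle, at -42.0. With 4 arrays, these components hold all of the variance, with shares of 50.1%, 27.2% and 22.7%. Over coding probe sets, the root mean square log2 difference from Vehicle was 0.225 for I3C, 0.292 for TNBS + I3C and 0.438 for TNBS + Veh. The effect of TNBS with I3C (TNBS + I3C minus I3C) and without it (TNBS + Veh minus Vehicle) correlated across the 19293 coding probe sets with a Pearson r of 0.362 and a Spearman rho of 0.365. The slope of the first on the second was 0.260. The effect of I3C in mice with colitis and in mice without it had a Pearson r of -0.00367 and a Spearman rho of -0.0347. Neither pair of differences shares an array, and probe sets are not independent replicates.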

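Genes of neutrophils were far higher in CECs of TNBS + Veh than in those of Vehicle. S100a9, which encodes a subunit of calprotectin, was higher by 8.24 on the log2 scale and Retnlg by 6.82. Genes not counted as neutrophil genes here were also among the highest. Of these, the chemokine gene Ccl3 was higher by 6.65, Igsf6 by 6.15, Lilrb4a by 6.05, Acod1 by 5.93 and Mrgpra2a by 5.91. Stfa2l1, a stefin made by neutrophils, S100a8, which encodes the other subunit of calprotectin, and the collagenase gene Mmp8 were not above the sensory receptor level in Vehicle. Against the highest receptor level of the 4 arrays, 5.43, they were higher by at least 8.58, 7.31 and 5.44. The genes lowest against Vehicle were Mptx2 (-4.92) and Mptx1 (-4.76), which encode mucosal pentraxins, the transporter gene Slc37a2 (-3.33), and Clca1 (-3.05), a protein secreted by goblet cells. After these came the clock gene Nr1d1 (-2.34), the transglutaminase gene Tgm3 (-2.04), Sval1 (-1.80), the histone gene H1f2 (-1.75), the heat shock gene Hsph1 (-1.73) and Fcgbp (-1.59), a component of mucus. In all, 343 coding probe sets were at least 2-fold higher and 101 at least 2-fold lower in TNBS + Veh. In I3C the numbers were 42 and 22, and in TNBS + I3C they were 126 and 32. A 2-fold difference from Vehicle in at least 1 group was reached by 567 coding probe sets. With dim values raised to 5.43, chosen after seeing the data, 61 were lower in TNBS + Veh, 22 higher and 9 lower in I3C, and 7 lower in TNBS + I3C.

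Gene lists fixed before the data were examined were described by their median log2 difference and its percentile among 10000 random lists matched on mean value. Of 15 neutrophil genes, 13 were at least 2-fold higher in TNBS + Veh and none was 2-fold lower (median 3.64, percentile 100). Of 16 macrophage and monocyte genes, 7 were at least 2-fold higher, with Cd14 at 3.44 and Itgam at 2.97 (median 0.39, percentile 100, and 0.145 with dim values raised). Of the 7, Itgam, Tyrobp, Fcer1g and Lyz2 are also expressed by neutrophils. Of the 16, 12 were higher and 4 lower. The 4 lower were the macrophage markers Adgre1, C1qa, C1qc and Mrc1, at -0.24, -0.25, -0.30 and -0.15. They were not above the receptor level in any array, nor were C1qb, Cd163, Fcgr1 and Ms4a7, so their directions cannot be told from background. Csf1r was higher by at least 0.29 and Cd68 by 1.88. Of 22 cytokine and chemokine genes, 7 were at least 2-fold higher and none was 2-fold lower, with Cxcl2 at 5.84 and Il1b at 5.53, and the list did not stand apart (median 0.09, percentile 92.7). Fibroblast genes had a median of 0.16 (percentile 98.6, but 96.8 with random lists not matched, and a median of 0.10 with dim values raised), with none of 13 past 2-fold. All 28 genes of proliferation were higher, 3 of them by at least 2-fold, with Rrm1 at 1.19 and Rrm2 at 1.00 (median 0.515, percentile 100). Of 14 genes of epithelial repair, 13 were higher, among them Il1rn at 2.58 and Plaur at 1.82 (median 0.845, percentile 100). Of 16 genes of fatty acid oxidation and ketogenesis, 15 were higher, with Acaa2 at 1.04 and Cpt2 at 0.94 (median 0.56, percentile 99.6, and within the range of random lists when summarised by the mean, 0.50). Interferon response genes were lower in 18 of 23 cases, with Oasl2 at -1.04, Rsad2 at -0.90 and Irf7 at -0.83 (median -0.42, percentile 0, and -0.06 with dim values raised, percentile 0.11). Of 11 enteroendocrine genes, 7 were lower, with Insl5 at -1.05 and Chga at -0.53 (median -0.25, percentile 0.665). The median of 24 absorptive colonocyte genes was 0 (percentile 14.2), but single members moved both ways. At least 2-fold higher were 6, with Scnn1g at 2.71, Guca2b at 2.53 and Slc9a3 at 2.37. At least 2-fold lower were 3, with Slc37a2 at -3.33. The 14 pan-epithelial genes had a median of 0.205 (percentile 63.9), with Phgr1 at -1.20 and Tspan8 at 0.83.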

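Genes of neutrophils were lower in CECs of TNBS + I3C than in those of TNBS + Veh, and interferon response and goblet cell genes were higher. Against TNBS + Veh, the log2 difference in TNBS + I3C was -8.38 for Stfa2l1, -7.75 for S100a9 and -6.07 for Retnlg. It was -5.39 for Ccl3, -5.13 for Acod1 and -4.89 for the chemokine gene Cxcl2, which are not counted as neutrophil genes here. S100a8, Asprv1, Mmp8 and Stfa2 were not above the receptor level in TNBS + I3C, and set against 5.43 their differences were at least -7.31, -5.47, -5.44 and -4.96 in size. The genes highest in TNBS + I3C against TNBS + Veh were Clca1 (4.43), Mptx2 (3.92), Mptx1 (3.38) and Slc37a2 (2.82). The calcium-binding protein gene S100g, not above the receptor level in TNBS + Veh, was higher by at least 1.34. The mast cell protease gene Mcpt1 was higher by 2.77, the gasdermin genes Gsdmc4, Gsdmc2 and Gsdmc3 by 2.67, 2.53 and 2.53, and Fcgbp by 2.39. At the 2-fold threshold, 115 coding probe sets were higher and 182 lower. Of the lists, proliferation (median -0.545, percentile 0), neutrophil (-3.44, percentile 0) and macrophage and monocyte genes (-0.30, percentile 0, and -0.145 with dim values raised) were lower in TNBS + I3C. Cytokine and chemokine genes were 2-fold lower in 7 of 22 cases (median -0.225, percentile 0.06), and 12 of the 22 were above the receptor level in any array. Interferon response genes were higher in 22 of 23 cases (median 0.57, percentile 100, and 0.26 with dim values raised), with Gbp2 at 1.22 and Rsad2 at 1.20. Of 9 MHC class II genes, 3 were above the receptor level in any array, H2-Aa at 0.57, H2-Ab1 at 0.23 and H2-Eb1 at 0.38 or more (median of the 9 genes 0.25, percentile 99.5). Of 9 mast cell genes, 3 were above it, Mcpt1, Mcpt2 at 1.85 or more and Mcpt4 at 0.22 or more (median of the 9 genes 0.36, percentile 99.97). With dim values raised, the medians of the cytokine, MHC class II and mast cell lists were 0. Of 24 absorptive colonocyte genes, 2 were at least 2-fold higher, Slc37a2 and Aqp8 (1.85), and 5 at least 2-fold lower, among them Slc9a3 (-2.27) and Guca2b (-1.63), and the list did not stand apart (median 0.125, percentile 96.6).

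In mice without colitis, the differences between I3C and Vehicle were smaller. Gal3st2b (1.85) and Gal3st2 (1.43), which encode sulfotransferases, the proton pump gene Atp12a (1.70), Hoxd13 (1.52), Tgm3 (1.36), Sval1 (1.35), Rasd1 (1.34), Amy2b (1.33) and Hsph1 (1.27) were highest against Vehicle. Lowest were Cyp4b1 (-1.27), Slc8a1 (-1.26), Il1f9 (-1.09), Ly6m (-1.09), the fatty acid binding protein gene Fabp2 (-1.07), Aldh1a1 (-1.06) and Lrat (-1.01), both of retinoid metabolism, and Emp1, which was 2-fold lower. Adamdec1, dim in Vehicle, was higher by at least 0.35, and Teddm1b and Mgp, dim in I3C, had differences of at least -0.23 and -0.29 in size. Of 24 goblet cell genes, 21 were higher in I3C (median 0.46, percentile 100). Genes of fatty acid oxidation and ketogenesis were lower in 15 of 16 cases, with Cpt1a at -0.67 (median -0.205, percentile 0.335), and absorptive colonocyte genes had a median of -0.14 (percentile 0.13).

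**Figure D1:**
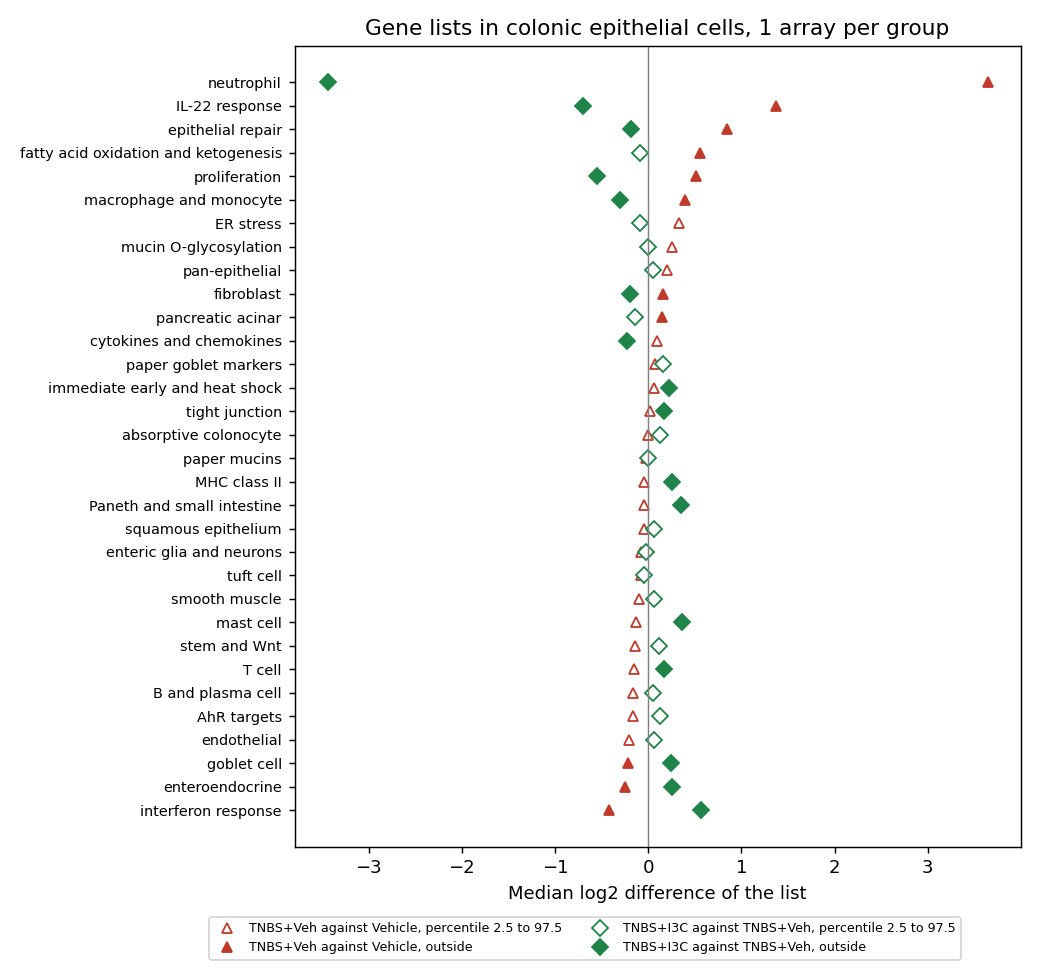
Median log2 difference (horizontal axis) of each of 32 gene lists in TNBS + Veh against Vehicle (triangles) and in TNBS + I3C against TNBS + Veh (diamonds), with 1 array per group. Filled symbols lie in the outer 2.5% of matched random lists on either side, and open symbols between. The neutrophil list lies farthest from 0, at 3.64 and -3.44.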

A total of 26,596 genes showed up after microarray data analysis using TAC analysis software version 4.01.36, and after applying a filter for only identified coding genes with a ±2-fold change compared to control (Vehicle), 549 coding genes were identified and subjected to ward linkage hierarchical clustering, as depicted in the heatmap (Figure 1E).

Next, attention was focused on significantly altered mucin proteins, mature goblet cell markers (trefoil factors 1–3, Tff1-3; chloride channel accessory 3b, Clca3b), a pan-intestinal epithelial differentiation marker (keratin 20, Krt20), and a cellular proliferation marker (mouse antigen kiel 76, Mki67) among experimental groups (I3C, TNBS + Veh, TNBS + I3C) compared to control. 

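Of the mucins, goblet cell markers, Krt20 and Mki67 shown in Fig. 1F, 18 genes had 19 probe sets with a single gene symbol. Mki67 was the only gene of these with a difference of at least 2-fold between TNBS + Veh and Vehicle. Its value was 9.87 in Vehicle, 9.66 in I3C, 11.24 in TNBS + Veh and 9.81 in TNBS + I3C, so it was 2.58-fold higher in colitis and 2.69-fold lower in TNBS + I3C than in TNBS + Veh. Krt20 read 17.84 in Vehicle, 17.32 in I3C, 18.01 in TNBS + Veh and 18.17 in TNBS + I3C. Clca3b was higher than Vehicle by 0.84 in TNBS + Veh, 0.74 in TNBS + I3C and 0.19 in I3C. Among mucins, Muc4 differed most between TNBS + Veh and Vehicle, at 7.48 and 8.34, which is 1.82-fold lower and below all of the 100 coding probe sets nearest to it in mean value. It read 8.32 in TNBS + I3C. Muc3a differed from Vehicle by -0.90 in I3C, by -0.01 in TNBS + Veh and by -0.26 in TNBS + I3C. Muc13 read 19.90 in all 4 arrays and the brighter Muc3 probe set stood at the ceiling in all 4, so neither could show a rise. A fall may be hidden too, since 87.0% of coding probe sets with a mean of 19 to 20 were equal in all arrays. The other Muc3 probe set read 17.92 in Vehicle and 18.12 in TNBS + Veh. Muc19 and Muc20 lay just above the level of the sensory receptor genes, at 5.52 and 5.63 in Vehicle. The other 7 probe sets, for Muc5ac, Muc5b, Muc6, Muc15, Muc16, Tff1 and Tff2, were not above that level in any array. In TNBS + Veh against Vehicle, Muc5ac and Muc6 differed by -0.08 each, Muc16 by -0.07 and Muc5b by -0.17, and the first 3 of these changed sign under quantile normalization. Muc15 differed by 0.05 and Tff2 by -0.31. Mucl1 and Mucl2, also in Fig. 1F, had no probe set with a single symbol. Muc1, which is not in Fig. 1F, read 6.62 in Vehicle and 6.66 in TNBS + Veh. As a list, the 12 measured mucins had a median of -0.02 in TNBS + Veh against Vehicle (percentile 51.6) and of 0 in TNBS + I3C against TNBS + Veh (percentile 42.9). Of the 12, 5 were not above the receptor level in any array and could hardly show a fall. Muc3 and Muc13 were at or near the ceiling, could not show a rise and may hide a fall. A median near 0 thus says little about the others. The 4 goblet cell markers, of which Tff1 and Tff2 were not above the receptor level, had medians of 0.07 (percentile 67.6) and 0.155 (percentile 81.1). Both lists were chosen by the study on these samples and are not independent evidence of a direction.

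**Figure D2:**
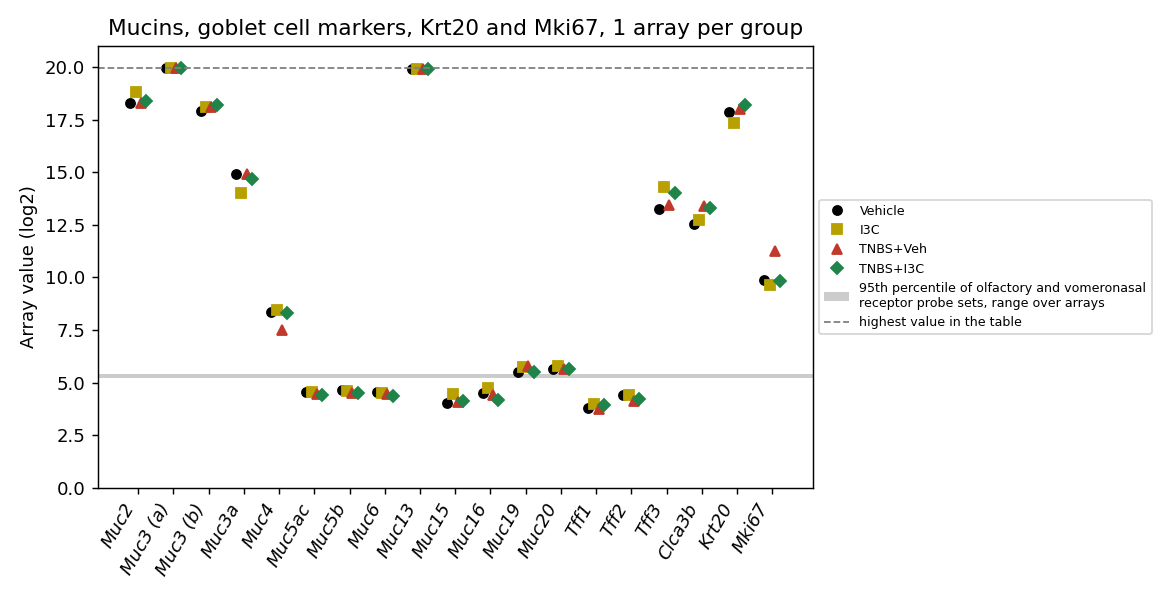
Array values on the log2 scale (vertical axis) of the mucins, goblet cell markers, Krt20 and Mki67 in the 4 arrays, 1 point per array. The grey band spans the 95th percentile of receptor probe sets (5.23 to 5.43) and the dashed line is the highest value in the table. Tff1 lies below the band and Muc13, at 19.90, just below the dashed line.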

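Muc2, the main gel-forming mucin of the colon, read 18.31 in Vehicle, 18.80 in I3C, 18.28 in TNBS + Veh and 18.38 in TNBS + I3C. It was 1.02-fold lower in TNBS + Veh than in Vehicle and 1.07-fold higher in TNBS + I3C than in TNBS + Veh. Differences between TNBS + Veh and Vehicle spread less at this brightness, so these folds may be compressed. Their SD was 0.310 over the 20 coding probe sets nearest to Muc2 in mean value, against 0.707 over the 100 nearest to Clca1. Differences of the 20 still ran from -0.56 to 0.69, so some range was left. Tff3, a trefoil peptide of goblet cells, read 13.24, 14.31, 13.45 and 14.03 in the same order, and so was higher than Vehicle by 1.07 in I3C, 0.21 in TNBS + Veh and 0.79 in TNBS + I3C. Tff1 read 3.80, 3.99, 3.73 and 3.92, below the sensory receptor level in each array. Under quantile normalization the differences between TNBS + Veh and Vehicle changed sign for Muc2 (0.10), Tff1 (0.02) and Tff3 (-0.01). A value below Vehicle in TNBS + Veh and above Vehicle in TNBS + I3C, of any size, was found for 2604 of 19293 coding probe sets (13.5%).

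Some other goblet cell genes differed by more. Clca1 was 8.28-fold lower in TNBS + Veh than in Vehicle and 21.6-fold higher in TNBS + I3C than in TNBS + Veh, and for Fcgbp these folds were 3.01 and 5.24. Atoh1, the transcription factor of secretory cells, was lower by -0.77 and then higher by 1.02, and Ccl6 was lower by -0.58 and then higher by 1.19. Spink4 and Retnlb were higher in TNBS + Veh than in Vehicle, by 1.11 and 1.55, and Zg16 by 0.69. Of the 24 goblet cell genes, 15 were lower in TNBS + Veh, 2 of them by at least 2-fold, and 2 were at least 2-fold higher (median -0.215, percentile 0.01, and -0.10 with dim values raised to 5.43, percentile 0.34). In TNBS + I3C against TNBS + Veh, 19 were higher and 4 of them by at least 2-fold (median 0.24, percentile 99.98). Against Vehicle, the median in TNBS + I3C was 0.22 (percentile 96.1).

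Across all coding probe sets, 44 were at least 2-fold lower in TNBS + Veh than in Vehicle and at least 2-fold higher in TNBS + I3C than in TNBS + Veh. They include Mptx2, Mptx1, Slc37a2, Clca1, Nr1d1, Tgm3, Sval1, H1f2 and Fcgbp. The reverse order, higher and then lower, was found for 167. Where the second step had to return to the Vehicle level or pass it, without a 2-fold threshold of its own, the numbers were 28 and 39. The 44 are 43.6% of the 101 that were first lower, and the 167 are 48.7% of the 343 that were first higher. In 100 simulations with no effect, 8.95% and 31.8% of the probe sets that passed the first step also passed the second, out of 15.1 first calls on average in each direction. The simulated noise kept the signs of I3C minus Vehicle, where 42 coding probe sets were 2-fold higher and 22 lower. This skew sets the 2 simulated shares apart, so the excess over them cannot be compared between the directions. Independent lists of the observed sizes would share 0.602 and 3.24 probe sets. The TNBS + Veh array enters both comparisons and cannot be split, so part or all of the excess may come from the shared array. The paper states which genes were restored with reference to the heatmap in Fig. 1F.

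**Figure D3:**
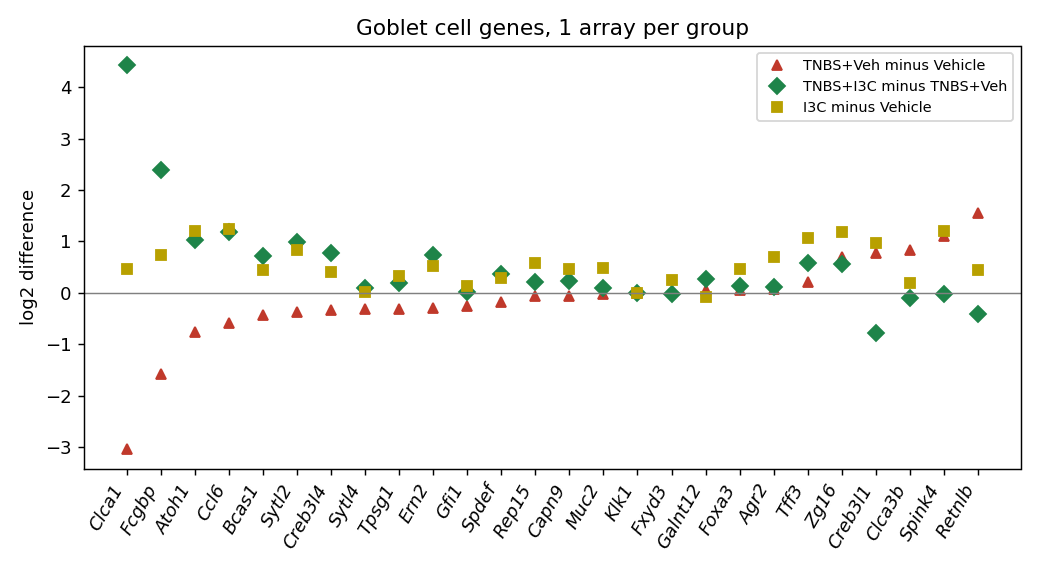
Log2 differences (vertical axis) of 26 goblet cell genes above the sensory receptor level, for TNBS + Veh minus Vehicle (triangles), TNBS + I3C minus TNBS + Veh (diamonds) and I3C minus Vehicle (squares), with 1 array per group. Muc2, Tff3 and Clca3b are among the 26. Clca1 lies at -3.05 and 4.43 for the colitis comparisons, and Muc2 at -0.03 and 0.10.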

As illustrated in the heatmap (Figure 1F), there were three genes that were significantly downregulated by colitis induction (TNBS + Veh) and restored after disease mice were treated with I3C (TNBS + I3C), which included one mucin protein (Muc2) and two goblet cell markers (Tff1 and Tff3). However, whether Muc2 and/or goblet cell development were directly regulated by AhR or a byproduct some indirect mechanism after AhR activation, such as increased IL-22 production by immune cells as previously reported, was not clear. To address this, conditional AhR-gene knockout mice were generated on the C57BL/6 background using the cre-flox method, with specific AhR knockout in IECs (AhR^ΔIEC^), as illustrated in Figure 1G. Specific AhR knockout in IECs was confirmed by isolating enriched CECs from WT, littermate (LM), and AhR^ΔIEC^ mice and evaluating AhR expression by PCR (Figure 1H). LM mice induced with colitis and treated with I3C showed a statistically significant reduction in weight loss, colon shortening, and overall colonic damage, which effects were lost in AhR^ΔIEC^ mice (Supplemental Figure S1). Depletion of AhR in IECs also did not impact the ability of I3C to enhance the production of IL-22 by ILC3s during colitis (Supplemental Figure S2). Subsequent in vivo and in vitro experiments involving AhR^ΔIEC^ mice to evaluate effects in IECs during colitis and treatment with I3C were performed using WT C57BL/6J mice as controls since this was their parent background.

### 2.2. AhR Deficiency in IECs Leads to Loss of Protective Effects of I3C in the DSS-Induced Colitis Model despite Restoring IL-22 Production in the Colon

Female WT or AhR^ΔIEC^ mice were induced with dextran sodium sulfate (DSS) colitis with or without I3C treatment. WT disease controls (WT DSS + Veh) showed significant weight loss over time, which was expectedly restored after treatment with I3C (Figure 2A). However, AhR^ΔIEC^ mice induced with colitis and treated with I3C failed to reverse disease-induced weight loss. In addition, AhR^ΔIEC^ disease mice treated with I3C (AhR^ΔIEC^DSS + I3C) were not able to reverse colitis-induced shortening of the colon (Figure 2B) or reduce overall macroscopic disease scores (Figure 2C), unlike their WT counterparts. Also, while WT colitis mice treated with I3C were able to reduce increased gut permeability, AhR^ΔIEC^ colitis mice treated with I3C failed to prevent “leaky gut” (Figure 2D). In addition, ELISA data for both WT DSS and AhR^ΔIEC^ DSS mice treated with I3C increased the level of IL-22 in the culture supernatant of colon explants (Figure 2E). A colonoscopy evaluation showed AhR^ΔIEC^ mice had marked ulceration and tissue damage during colitis even after treatment with I3C, while WT colitis mice treated with I3C had significant improvement in colonoscopy scores (Figure 2F,G). Lastly, a histological analysis validated the colonoscopy results as there was significant destruction of the colon architecture (e.g., loss of crypts and goblet cells) and evidence of immune cell infiltration in WT and AhR^ΔIEC^ DSS mice, but only WT disease mice had improved histological scores after treatment with I3C (Figure 2H,I).

Similar studies in male WT and AhR^ΔIEC^ mice with DSS colitis and I3C treatment were also performed. As seen in females, I3C protects WT mice from DSS-induced injury but not AhR^ΔIEC^ mice, as evident by improvements in body weight (Figure 3A), colon length (Figure 3B), and macroscopic score (Figure 3C). Male WT disease mice treated with I3C also had decreased evidence of gut permeability, while AhR^ΔIEC^ counterparts did not (Figure 3D). In contrast, as was seen in females, IL-22 levels were increased in both WT DSS and AhR^ΔIEC^ DSS male mice after I3C treatment (Figure 3E). Colonoscopy and histological analysis also showed reduced signs of colon tissue damage after I3C treatment in male WT DSS mice but not AhR^ΔIEC^ DSS mice (Figure 3F–I), as was observed in females. These results showed that AhR was essential in IECs to mediate I3C-induced protective effects in the DSS model, regardless of sex, and most interestingly, this was despite retaining the ability to increase or at least restore production of IL-22. How this loss of protection due to AhR deficiency in IECs occurs during I3C treatment was next investigated.

### 2.3. Deficiency of AhR in IECs In Vivo Impairs the Ability of I3C to Increase Mucus Production but Not Goblet Cell Development during Colitis

As with the TNBS model with I3C treatment, transcriptome array analysis was performed on enriched CECs from WT and AhR^ΔIEC^ in the DSS model. PCA analysis showed appropriate group clustering, with variability observed in the AhR^ΔIEC^ groups (Figure 4A). Identified coding genes with at least a 2-fold change when compared to control (WT DSS) were filtered out, which resulted in a total of 605 coding genes as depicted in the heatmap (Figure 4B). Focus was then applied to significantly altered mucin genes, along with markers of mature goblet cells and proliferation (Figure 2C). Whereas Muc2 was the only mucin significantly restored after I3C treatment in the TNBS model-derived CECs, several mucins increased in WT disease mice after I3C treatment, but this effect was negated in AhR^ΔIEC^ counterparts, which included Muc2. Interestingly, while I3C treated colitis mice (WT DSS + I3C) increased markers of goblet cells (Tff3 and Clca3b) and cellular proliferation (Mki67), this increased expression was not altered in the AhR^ΔIEC^ phenotype. Select mucins from in vivo experimental WT and AhR^ΔIEC^ colitis mice treated with or without I3C were validated in CECs, which included Muc1 (Figure 4D), Muc2 (Figure 4E), and Muc3 (Figure 4F). PCR validation studies aligned with the microarray results, which showed I3C treatment during colitis resulted in increased mucin protein production, but this effect was lost in AhR^ΔIEC^ colitis mice after treatment. Based on this evidence that Muc2 was dependent on AhR in IECs, in silico tools (ConTra v3) were used to identify any possible AhR binding sites (or DREs) with the conserved CACGTG motif in or nearer the promoter region of the mucin gene. Based on criteria detailed in Materials and Methods, there were a total of 5 DREs identified within the mouse Muc2 promoter region, one of which was a shared conserved region also present in the human Muc2 gene (Figure 4G).

### 2.4. AhR Deficiency in Colon-Derived Organoids Results in Impaired Muc2 Production Independently of Goblet Cell Development

To eliminate any possible confounding variables that could be associated with other non-IEC AhR-expressing cells having the lower affinity *AhR^d^* allele compared to control WT (higher affinity *AhR^b^* allele), an in vitro system using colon-derived organoids was developed to test more direct response of WT and AhR^ΔIEC^ CECs to I3C, cellular injury, and exogenous IL-22, particularly as it relates to Muc2 and goblet cell development. Images were taken of these developing and passaged organoids using light microscopy, and no obvious differences in the morphology between organoids derived from WT or AhR^ΔIEC^ sources were noted (Figure 5A). After passaging, WT- or AhR^ΔIEC^-derived organoids were under untreated conditions, treated with an in vitro dose of I3C (10 µM), exposed to a low percent of DSS (0.03%) to replicate DSS colitis conditions, or exposed to low DSS concentration with simultaneous treatment with I3C. As shown in Figure 5B, even under untreated conditions, AhR^ΔIEC^-derived organoids had profoundly less Muc2 compared to WT. WT-derived organoids had decreased presence of Muc2 after exposure to DSS, but this was restored in the presence of I3C. As AhR^ΔIEC^-derived organoid cultures had evidence of severe Muc2 production impairment under all experimental conditions, it was thought perhaps these cells had some innate defect in developing goblet cells. To address this, WT-derived organoids were allowed to develop normally and then exposed to the same previous experimental conditions, with the addition of a specific AhR inhibitor (iAhR), CH223191. WT organoid cultures treated with the iAhR were similar to AhR^ΔIEC^-derived organoids, specifically showing impaired AhR led to a significant reduction in Muc2 expression and I3C treatment failed to restore this impairment (Figure 5B,C).

Lastly, PCR validation for genes of interest linked to Muc2 and goblet cell development were evaluated from organoid cultures. The results showed exposure of WT organoids to DSS led to significant decreases in Muc2, which was restored in I3C-treated cultures (Figure 5D), as was evident from IF staining. However, AhR^ΔIEC^ organoids had significantly lower Muc2 when compared to WT, even under untreated conditions, and this low Muc2 expression remained unchanged even after DSS exposure or treatment with I3C. Next, Tff3 was selected as a marker of goblet cell development since Tff3 was found to be significantly changed under in vivo TNBS and DSS conditions, as well as being restored after treatment with I3C. Noticeably, unlike with Muc2, there was no significant difference in Tff3 under untreated or steady-state conditions between WT or AhR^ΔIEC^ organoids (Figure 5E), suggesting AhR does not significantly impact goblet cell formation. DSS exposed WT organoids had decreased expression of Tff3, which was restored after treatment with I3C. Interestingly, Tff3 from AhR^ΔIEC^ cultures were not noticeably restored after DSS exposure and treatment with I3C, which seems to contradict what was seen in under similar in vivo conditions. Lastly, exogenous recombinant IL-22, linked to AhR activation of immune cells, was added to organoid cultures to compare with I3C treatment, in an effort to better understand the potential contribution of this cytokine to either Muc2 or goblet cell development. The results showed Muc2 was not altered by IL-22 supplementation in either WT- or AhR^ΔIEC^ DSS-injured organoids, whereas I3C treatment increased Muc2 in DSS-exposed WT organoids, but this effect was lost with AhR deficiency in IECs (Figure 5F). IL-22 supplementation did increase Tff3 in WT-derived organoids exposed to DSS, as did I3C treatment (Figure 5G). AhR^ΔIEC^ organoids exposed to DSS had no significant differences in Tff3 whether they were treated with I3C or IL-22.

## 3. Discussion

While there have been advancements in standard care for IBD patients over the years, current treatments with antibiotics (ciprofloxacin, metronidazole), aminosalicylates (5-ASAs), corticosteroids (prednisone, hydrocortisone, budesonide), immunomodulators (azathioprine, cyclosporine, methotrexate), and biologics (anti-TNF, anti-integrins) all have potential negative side-effects associated with them, in addition to non-responding patients in some cases. For example, even with first-line of defense, biologics such as anti-tumor necrosis factors (TNFs), it is estimated that 10–40% of IBD patients do not respond to primary treatment [17,18] and almost 50% will stop responding over time [19,20]. Prolonged antibiotic use is not only associated with antibiotic resistance in IBD patients [21] and increased susceptibility for *Clostridium difficile* infection (CDI) [22], but is also itself a potential risk factor for developing IBD [23,24]. Use of broad-based immunosuppressants like corticosteroids are associated with several and even severe adverse events such as increased susceptibility to secondary infections, impaired glucose tolerance, acceleration of atherosclerosis, and increased bone density loss and fracture [25,26,27,28]. These factors present significant unmet challenges in the treatment of IBD patients and highlight the growing need to research and identify more effective therapeutic targets and approaches.

We previously published I3C, a naturally derived AhR ligand and molecule found in cruciferous vegetables, was effective at reducing disease severity in animal models of colitis [13], which was similarly reported by others [29,30,31,32,33]. In one of the earliest reports of this by Li et al., the researchers established that I3C-mediated protective effects were dependent on AhR since global knockout of AhR in mice prevented I3C from reducing disease severity in the DSS model [34]. The current report takes this a step further by illustrating that cell-specific expression of AhR in IECs plays a prominent role in the reduction in colitis severity during I3C treatment. This finding is supported by previous research showing AhR silencing in an epithelial cell line (NCM460) prevented I3C from ameliorating IEC-specific necroptosis and inflammation mediators [29]. More recently, Nolan et al. reported AhR knockout in IECs worsened experimental necrotizing enterocolitis (NEC), which I3C treatment was shown to attenuate [35]. In a report from Peng et al., some of the regulatory mechanisms attributed to AhR specifically in IECs included inhibiting activation of receptor-interacting protein kinase 1 (RIPK1) and formation of the necrosome, suppression of the nuclear factor kappa B (NF-κB) activation pathway, and suppressing inflammatory signaling cytokines such as tumor necrosis factor alpha (TNF-α), IL-1β, IL-6, and IL-8 [29]. Similarly to findings in the current report, Lin et al. concluded AhR activation in the DSS model of colitis increased Muc2 and goblet cell differentiation, which was attributed to the AhR-pErk1/2 signaling pathway [36]. This somewhat contrasts with our own findings, however, as the results revealed herein show AhR regulated Muc2, and this was independent of goblet cell formation. These somewhat conflicting results could be attributed to a few different factors in the studies, including the use of different AhR activating ligands, as well as how mature goblet cells were defined in the respective studies. Researchers in the Lin et al. report defined goblet cells by Muc2 and notch intracellular domain (NICD) protein expression, whereas based on transcriptome results and updated reports, we identified proteins such as Tffs and Clca3b as mature goblet cell markers, similarly to a report by Shah et al. [37]. In fact, findings from Shah et al. aligned with some of the results in the current report. In practical terms, some of the results obtained in the current analysis were consistent with those by Shah et al. In this respect, Shah et al. demonstrated that AhR “was dispensable” in goblet cell growth and differentiation under steady-state circumstances. According to the authors’ study findings, mice that were produced using the same breeding approach as described here and that had AhR depletion in IECs specifically exhibited comparable numbers of goblet cells to those of their wild-type counterparts.

Results in the current report found that AhR knockout in IECs did not appear to affect goblet cell development, but instead, this was regulated more by IL-22, a concept supported in other reports [38,39,40]. Interestingly, Shah et al. found while AhR deficiency did not impair goblet cell development under steady-state conditions, colonic epithelial differentiation in AhR-depleted IECs from in vivo and colon organoid studies was impaired after induction of injury, including goblet cells [37]. Perhaps this is why in the current study there was some discrepancy between in vivo and in vitro colon organoid results in which I3C was able to restore goblet cell markers (Tff3) in vivo after I3C treatment in colitis-induced AhR^ΔIEC^ mice, but not AhR^ΔIEC^-derived organoids. It is possible that AhR deficiency might affect the expression of the IL-22 receptor in IECs/goblet cells, which could impair IL-22 signaling and impact intestinal cellular differentiation. I3C could also be mediating effects through other receptors and not just AhR. Lastly, some of the partial rescue effects observed in the in vivo experiments could be due to incomplete cre expression in the IECs of B6.Cg-Tg(Vil1-cre)1000 Gum/J mice, which was noted in the original publication from Gumucio et al. [41].

Unique to this report is the finding that AhR in IECs regulated Muc2 specifically and independently of effects on goblet cell development and proliferation, which was confirmed using in vivo and colon-derived organoids from AhR^ΔIEC^ mice. It is well established that regulating Muc2 is paramount when it comes to colitis, as Muc2 deletion leads to development of spontaneous colitis in mice [14], which is not seen in mice deficient in other mucins, such as Muc1 or Muc13 [42]. In addition, the important and critical role of Muc2 in the GI tract was illustrated by Bergstrom et al. in a report showing complete loss of mucus staining in Muc2-deficient mice after *C. rodentium* infection, which suggested no other secretory mucin proteins were able to compensate for this loss [43]. However, it is worth noting that there is heterogeneous aberrant expression of different mucins (secretory and transmembrane) in the IBD patient population, making it difficult to ascertain each of these proteins importance during disease states [44]. Another significant finding in the current report was that AhR in IECs was essential in I3C-mediated protection against DSS-induced colitis, which was found to be the case in both male and female mice.

Some limitations in the current report can be addressed in future studies by including an expansion of the control mice population and further investigating the established sex differences that could play a role in AhR activation by I3C during colitis conditions. The current report predominantly used WT C57BL/6J mice as controls since the Ahr^tm3.1Bra^/J mice were created with a floxed AhR gene originating from a mouse strain having the weaker affinity binding *AhR^d^* allele. These mice were later bred and commercialized into C57BL/6 mice, a strain containing the higher affinity *AhR^b^* allele. Thus, some of the reported in vivo results comparing WT to AhR^ΔIEC^ could be due to these mismatched AhR allele differences. However, in the current report we attempted to reduce the potential of confounding factors such as other cell types expressing the weaker affinity AhR allele by developing an organoid system which ultimately negated the contribution of other cells involved in I3C/AhR regulation of Muc2 in IECs. In addition, current ongoing studies with conditional AhR knockout mice will include relevant data from both LMs and WT mice. Also, an initial transcriptome analysis presented herein with the TNBS model of colitis used only female mice, as a previous report from Benson et al. noted that male mice induced with TNBS colitis did not respond to I3C, though females did [33]. In the current report, we included both male and female mice when inducing DSS colitis and treating with I3C to determine if there were any significant differences in treatment response, but both sexes appeared to be equally responsive to I3C. It is worth noting male C57BL/6 mice appeared to develop more severe colitis (e.g., weight loss) than females using the DSS method, which is an observation supported by other published reports [45]. Therefore, with reports showing sex differences in AhR and colitis disease [46,47], it will be important to look more closely at how biological sex impacts these factors. Focus on addressing these aforementioned issues will be taken into consideration in future works. Collectively, the current report provides more convincing evidence that AhR ligands such as I3C are attractive candidates to be considered as preventative or therapeutic agents to use in the IBD patient population.

## 4. Materials and Methods

### 4.1. Experimental Mice

For WT animals used in this study, 8–10-week-old BALB/cJ (strain#: 000651) and C57BL/6J (strain#: 000664) mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). To generate IEC-specific conditional AhR knockout mice (AhR^ΔIEC^), Ahr^tm3.1Bra^/J (strain#: 006203) mice were crossed with B6.Cg-Tg(Vil1-cre)1000 Gum/J (strain#: 021504) mice, both of which were originally purchased from Jackson Laboratory (Bar Harbor, ME, USA). Mice were bred in-house at the animal facilities located at the University of South Carolina School of Medicine. Both breeding strains were on a C57BL/6 mouse background, and age/sex-matched WT C57BL/6 mice were used as controls. To ensure proper breeding and development of AhR^ΔIEC^, breeding strategy was based on information provided by Jackson Laboratories. However, the source of the AhR gene insert for the floxed strain (Ahr^tm3.1Bra^/J) was originally from 129SvJ mice, which carry the lower affinity *AhR^d^* allele, which were eventually crossbred into C57BL/6J mice, which carry the higher affinity *AhR^b^* allele [48]. Therefore, WT mice on C57BL/6 were used as controls. Mice were genotyped by PCR analysis of DNA isolated from tail snips using DNeasy Blood & Tissue Kit (Qiagen, Hilden, Germany) and primers designed by Jackson Laboratories and purchased from IDT Technologies (Coralville, IA, USA). To further confirm AhR cell-specific deletion in CECs, RT-PCR was performed using AhR specific mouse PrimePCR™ PreAmp mix (Bio-Rad, Hercules, CA, USA). In brief, RNA was isolated using RNeasy Micro Kit (Qiagen, Hilden, Germany) from enriched CD326^+^ (or EPCAM^+^, Biolegend, San Diego, CA, USA) cells sorted using EasySep PE Positive Selection Kit II (Stem Cell Technologies, Seattle, WA, USA) from WT, littermate (LM) and AhR^ΔIEC^ mice colons. Enrichment was confirmed by analysis on a BD FACs Celesta flow cytometer (BD Biosciences, San Jose, CA, USA). After RNA isolation, cDNA was synthesized using iscript cDNA synthesis kit (Bio-Rad) according to instructions from the manufacturer. The comparative CT (2^−ΔΔCT^) method was used to calculate fold changes for each mRNA. The mRNA levels were normalized to GAPDH, unless otherwise indicated. All mice were housed at the Association for Assessment and Accreditation of Laboratory Animal Care-accredited (AAALAC-accredited) animal facility at the University of South Carolina School of Medicine. All mice were kept in specific pathogen-free (SPF) conditions with 12 h light/dark cycles at 23 °C, 45% humidified conditions, with standard rodent chow and water available ab libitum. All PCR primers, including those used in genotyping, are provided in Table 1.

### 4.2. Induction of Colitis and I3C Administration

TNBS colitis was induced in female BALB/cJ (Jackson Laboratory, Bar Harbor, ME, USA) mice as previously described [13]. Briefly, 100 microliters containing 1 mg TNBS (5% *w*/*v*, Sigma-Aldrich, St. Louis, MO, USA) in 50% ethanol vehicle was intrarectally (i.r.) injected into mice under anesthetized conditions with 5% isoflurane. To evaluate the importance of AhR in IECs during I3C-mediated protection against colitis, WT or AhR^ΔIEC^ mice were induced with disease using the dextran sodium sulfate (DSS) method since C57BL/6J mice are more resistant to developing colitis using TNBS [49]. DSS (MP Biomedicals, Santa Ana, CA, USA) colitis was induced as previously described [13]. Briefly, male and female C57BL/6 mice were given 3% DSS (molecular weight: 36,000–50,000) in their drinking water ab libitum for 7 days, followed by regular drinking water for the remainder of the experiment. For treatment groups, I3C (40 mg/kg; Sigma-Aldrich, St. Louis, MO, USA) was dissolved in an appropriate vehicle of 0.05% dimethylsulfoxide (DMSO, Sigma-Aldrich, St. Louis, MO, USA) and corn oil (Sigma-Aldrich, St. Louis, MO, USA) and administered through the intraperitoneal (i.p.) route within 1 h of colitis induction. For the TNBS model, I3C was administered every day after colitis induction until experimental endpoint (Day 5). For the DSS model, I3C was injected every other day after colitis induction until experimental endpoint (Day 10). Dose, route, and treatment frequency of I3C were based on our previous publication showing efficacy in both the TNBS and DSS colitis models [13]. The 40 mg/kg of I3C, which is below the reported toxic levels of 250 mg/kg (i.p.) in mice [50], is the human dose equivalent (HED) to approximately 200 mg for an average 60 kg person [51]. I3C has been shown to be well tolerated in humans even at 400 mg daily [52], which is well within the range used in the current studies.

### 4.3. Assessment of Colitis Disease Severity

During all colitis experiments, mice were observed daily to include obtaining weight and evaluating stool consistency. Macroscopic colitis scores were recorded in all the experimental groups as described previously [13]. Briefly, macroscopic scores were based on three main criteria: weight loss, colon length, and stool scores. Each of the three scoring criteria ranged from 0 to 3 with a total score of 9 being the most severe score possible. Colonoscopy evaluation was also performed using a Tele Pack Vet X LED endoscope (Karl Storz, El Segundo, CA, USA) designed for small animal use. Colonoscopy scoring parameters were based on a methodology previously reported [53]. Colonoscopy scoring consisted of 4 major criteria for evaluation: perianal findings, wall transparency, intestinal bleeding, and focal lesions. Each of the four criteria were scored on a range of 0 to 3, with 12 being the maximal and most severe score. Assessment of gut permeability was also measured as described previously [13]. For gut permeability, experimental mice were administered 600 mg/kg of 4 kD fluorescein isothiocyanate (FITC)-dextran (Sigma-Aldrich, St. Louis, MO, USA) dissolved in 100 µL of phosphate-buffered solution (PBS, VWR, Radnor, PA, USA)by oral gavage; then, four hours later, blood was collected using the retroorbital method from the mice and absorbance of FITC-dextran was determined using a Multiskan FC Microplate Photometer (Thermo Fisher Scientific, Waltham, MA, USA) with an excitation wavelength of 480 nm. FITC dextran concentration was calculated using a standard curve.

### 4.4. Colon Histological Analysis

At experimental endpoints, mice were euthanized by overdose of isoflurane and colon tissues were excised. Colon tissues were flushed gently with cold phosphate-buffered solution (PBS, VWR, Radnor, PA, USA) and fixed immediately in 10% buffer-neutral formalin (VWR, Radnor, PA, USA) followed by 4% paraformaldehyde (Sigma-Aldrich, St. Louis, MO, USA) for at least 24 h prior to embedding in paraffin. Fixed colons were dehydrated by gradient alcohols, embedded in paraffin, and cut into 6 µm-thick sections. Tissue sections were then subjected to hematoxylin and eosin (H&E) staining as described previously [54]. Images of stained H&E sections were taken using a Swift M17 Trinocular LED Microscope with Integrated HD Camera (Motic, Kowloon, Hong Kong, China). Histological scoring was performed using 4 major criteria (inflammation extent, damage to crypt architecture, hyperemia/edema, infiltration with inflammatory cells) as described previously [55].

### 4.5. Evaluation of IL-22 Secretion

To evaluate IL-22 production by ILC3s, flow cytometry analysis using a BD FACs Celesta was performed on isolated cells from the lamina propria as previously described [13], using antibodies for IL-22, CD45, Lineage (Lin), CD90.2, and Rorgt (Biolegend, San Diego, CA, USA). Colonic explants were prepared as previously described with slight modifications [56]. In brief, distal colon tissues were harvested, processed, and explanted tissues were incubated at 37 °C at 5% CO_2_ for 24 h. To determine IL-22 secretion from colon explant supernatant, a mouse IL-22 enzyme-linked immunosorbent assay (ELISA) MAX Deluxe kit (Biolegend, San Diego, CA, USA) was used following instructions from the manufacturer.

### 4.6. Transcriptome Microarray Analysis of Enriched CECs

CECs were isolated from the freshly excised colon tissues as described previously [57]. Briefly, mouse colon tissues were harvested from all the experimental groups. The viability of isolated cells, determined using TC20 automated cell counter (Bio-Rad, Hercules, CA, USA), was routinely around 70–90%. After EPCAM positive cell enrichment, RNA was isolated and evaluated for microarray. Transcriptome arrays were performed using WT Pico Reagent Kit and the GCS3000 Affymetrix System (Thermo Fisher Scientific). An amount of 100 ng total RNA was used as starting material and processed as outlined in instructions from the manufacturer. Tagged samples were later hybridized to the Affymetrix Clariom D array mouse chip in Hybridization Oven 645 (Thermo Fisher Scientific, Waltham, MA, USA). Chips were washed and stained with the regents provided in the GeneChip Hybridization Wash and Stain kit (Thermo Fisher Scientific, Waltham, MA, USA) by using GeneChip Fluidics Station 450 (Thermo Fisher Scientific, Waltham, MA, USA). Chip scanning was performed by using GeneChip Scanner (Thermo Fisher Scientific) to obtain raw data. Transcriptome analysis console (TAC, Thermo Fisher Scientific), Partek Bioinformatics (Chesterfield, MO, USA), and Genesis software v 1.8.1 packages were used for downstream analysis and data visualization to generate principal coordinate analysis (PCA) plots and heatmaps.

### 4.7. Crypt Isolation and Colon Organoid Development

Colonic crypts were harvested from the colon of C57BL/6 WT and AhR^ΔIEC^ mice according to previous reports [58,59] with some modifications following Stem Cell Technologies protocols available on the manufacturer’s website. In brief, the colon was excised from euthanized experimental mice, opened longitudinally, and washed with ice-cold Ca^2+^/Mg^2+^-free sterile PBS three times. Washed colons were cut into 2–3 mm pieces with scissors and pieces were transferred to a 50 mL falcon tube, followed by further washing with cold PBS (10–15 times) with gently pipetting up and down three times. These colonic pieces were incubated in Gentle Cell Dissociation Reagent (Stem Cell Technologies, Cambridge, MA, USA) at 15–25 °C for 15 min. Cell dissociation was terminated by cold Ca^2+^/Mg^2+^-free PBS containing 0.1% BSA and crypt fractions were collected by passage through 70 μm cell strainers repeatedly and purified by centrifugation. Collections were resuspended in Advanced DMEM/F-12 (Stem Cell Technologies, Cambridge, MA, USA) after washing with PBS and counting using Rebel Hybrid Microscope Upright and Inverted Discover ECHO (VWR, Radnor, PA, USA). Collected crypts were resuspended in IntestiCult Organoid Growth Medium (Stem Cell Technologies, Cambridge, MA, USA), mixed with phenol red-free matrigel (Corning Life Sciences, Durham, NC, USA) in a 1:1 ratio, and then seeded in preheated 24-well plates. Finally, 750 μL IntestiCult Organoid Growth Medium was added to each well when matrigel solidified after incubating at 37 °C in CO_2_ incubator for 10 min. To induce injury to the colon organoids, these organoids were treated with DSS (0.03%) for 24 h after development. Previous published reports with I3C treatment in vitro with intestinal organoids use a wide range of doses, from 0.1 to 300 µM [29,60]. In initial preliminary studies using 0.1–100 µM I3C in WT-derived colon organoids, 10 µM was found to be the lowest dose able to show significant increase in Muc2 expression. Therefore, in some cases, wells were also treated with I3C (10 µM), AhR inhibitor/iAhR CH223191 (10 µM, Sigma-Aldrich, St. Louis, MO, USA), and/or mouse recombinant IL-22 (100 ng/mL, Cell Signaling Technology, Danvers, MA, USA).

### 4.8. Immunofluorescence (IF) Staining and Imaging

Organoids were grown in 4-well Nunc Lab-Tek Chamber Slide Systems (Thermo Fisher Scientific, Waltham, MA, USA) and immunostaining was performed for Muc2 as described previously [61]. In brief, organoids were fixed by removing the culture media and adding 300 μL freshly prepared 4% PFA in 10x PME buffer (500 mM PIPES, 25 mM MgCl_2_, 50 mM EDTA, Sigma-Aldrich, St. Louis, MO, USA) for 20 min at room temperature. Fixative was removed and then washed once with IF buffer (PBS containing 0.2% Triton X-100 and 0.05% Tween, Sigma-Aldrich, St. Louis, MO, USA). Organoids were permeabilized with 0.5% triton X-100 (Sigma-Aldrich, St. Louis, MO, USA) in PBS at room temperature for 30 min and incubated with a blocking buffer containing 3% bovine serum albumin (BSA, Sigma-Aldrich, St. Louis, MO, USA) in IF buffer. Organoids were stained in 1:200 dilution with an anti-Muc2 polyclonal antibody (Invitrogen, Waltham, MA, USA) in blocking solution at 4 °C overnight. Following incubation with the primary antibody, organoids were washed in 3 times for 5 min each with IF buffer and incubated with goat anti-rabbit Alexa 488 antibody (Invitrogen, Waltham, MA, USA, 1:500 in blocking solution) for 2 h and counterstained with DAPI (Invitrogen, Waltham, MA, USA, 1:1000) for 5 min. Finally, slides were mounted with ProLong™ Diamond Antifade Mount reagent (Invitrogen, Waltham, MA, USA). The images of stained organoids were captured by confocal microscopy using a Zeiss LSM 510 instrument (Leica Biosystems, Wetzlar, Germany). Confocal images were taken at 40x objective for each well, and an average of 2–3 wells were analyzed for each experimental condition. For quantification of the IF images, the ImageJ (NIH, Bethesda, MD, USA) software package v 1.54h was used. Region of Interest (ROI) manager was used to select organoid clusters to be evaluated for integrated density of both DAPI and Muc2. Within this selection, each pixel is assigned an integer that represents the fluorescent intensity from 0 to 123. The integrated density measurement, representative of fluorescent intensity, is the total sum of each pixel within the selection. Each organoid is unique in both shape and size, and to account for this variance, we used the DAPI channel as a normalization factor for each organoid. This Muc2:DAPI ratio was used to calculate fluorescence intensity.

### 4.9. In Silico Identification of DREs in Muc2 Promoter Region

Predicted AhR binding sites or DREs were identified using an online in silico tool, ConTra v3 (http://bioit2.irc.ugent.be/contra/v3, accessed on 14 February 2024). The ConTra v3 web server allows for the identification and visualization of predicted transcription factor binding sites (TFBSs) [62]. TFBS was mapped to the promoter region of the mouse Muc2 gene (NM_023566) for AhR (database: TRANSFAC20113) within 2000 base pairs using default stringency settings (core = 0.95, similarity matrix = 0.85). Similar binding sites were compared to human Muc2 region (hg18 gene; NM_002457) for potential homologous overlap in AhR binding sites between species.

### 4.10. Statistical Analysis

GraphPad Prism software version 10.1.2 (Boston, MA, USA) was used for all statistical analysis unless otherwise indicated elsewhere in the methods section. Tests and analysis were performed and conducted as previously reported [13]. When comparing 3 or more groups with one variable, one-way analysis of variance (ANOVA) and Tukey’s post hoc multiple comparisons tests were used. When comparing 3 or more groups with two variables (example: percent weight loss/gain over multiple days), two-way ANOVA and Dunnett’s post hoc multiple comparisons tests were used. For comparisons between only 2 groups, an unpaired, two-tailed standard student’s *t*-test was used. Statistical significance was determined by having a *p*-value (*p*) at least less than 0.05.

## 5. Conclusions

The current study’s findings suggest that AhR plays an important role in regulating mucin synthesis by goblet cells, notably Muc2, in both steady-state and colitis conditions. Using in vivo and in vitro approaches with WT and conditional AhR KO mice under colitis conditions, AhR was shown to affect production of Muc2 after stimulation with an AhR ligand (I3C), and this appeared to be independent of IL-22. Based on the results, IL-22 likely affects goblet cell differentiation and development, not mucus production, which is more likely regulated directly by AhR, which needs to be further confirmed in future studies.

## Figures and Tables

**Figure 1:**
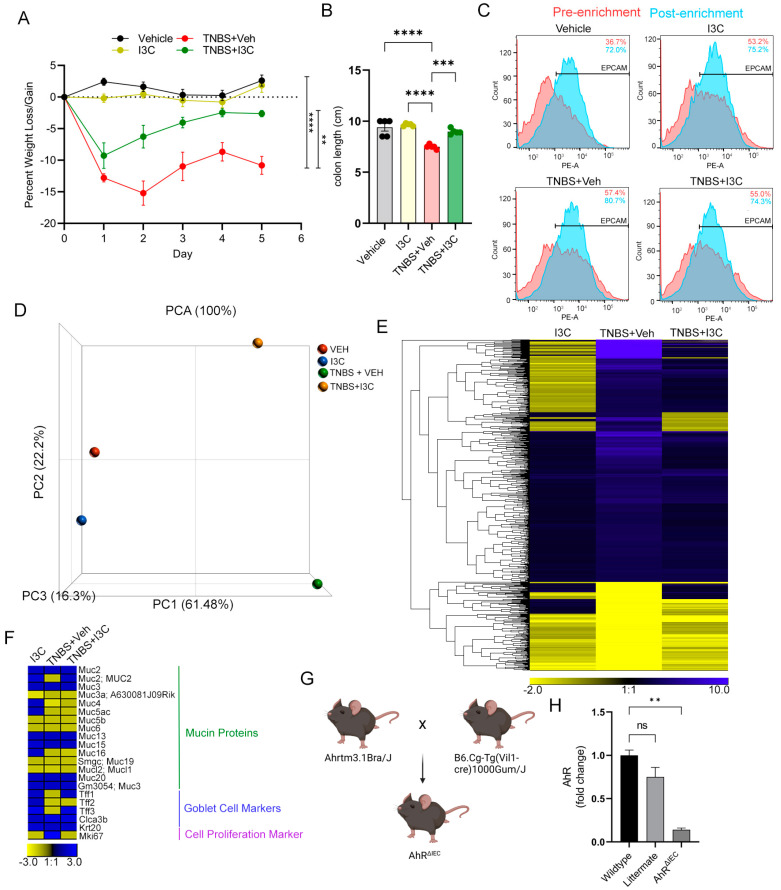
Treatment with I3C reduces TNBS-induced colitis severity and regulates CEC-specific regulatory genes. (**A**) Weight loss data. (**B**) Colon length data. (**C**) Representative flow cytometry plots of pre- and post-selected EPCAM+-enriched colonocytes. (**D**) PCA plot depicting experimental groups for transcriptome analysis. (**E**) Heatmap depicting expressing fold changes compared to Vehicle control of549 differentially expressed coding genes (noncoding removed) with at least a 2-fold change compared to control. (**F**) Heatmap depicting differentially regulated mucin proteins, mature goblet cell markers (Tff1-3, Clca3b), pan-epithelial cell differentiation marker (Krt20) and proliferation marker (Mki67 or mouse ki67). (**G**) Visual diagram illustrating the generation of conditional IEC-specific AhR knockout mice (AhR^ΔIEC^). (**H**) Bar plot depicting PCR results of AhR transcript expression levels between WT, LM, and AhR^ΔIEC^ samples from EPCAM-enriched colonocytes. Error bars equal the standard error mean (SEM). For bar plots, significance was determined using one-way ANOVA and Tukey’s multiple comparisons test. For weight data over time, two-way ANOVA and Dunnett’s multiple comparisons test was used to determine significant (ns, not significant, ** *p* < 0.01, *** *p* < 0.005, **** *p* < 0.001).

**Figure 2:**
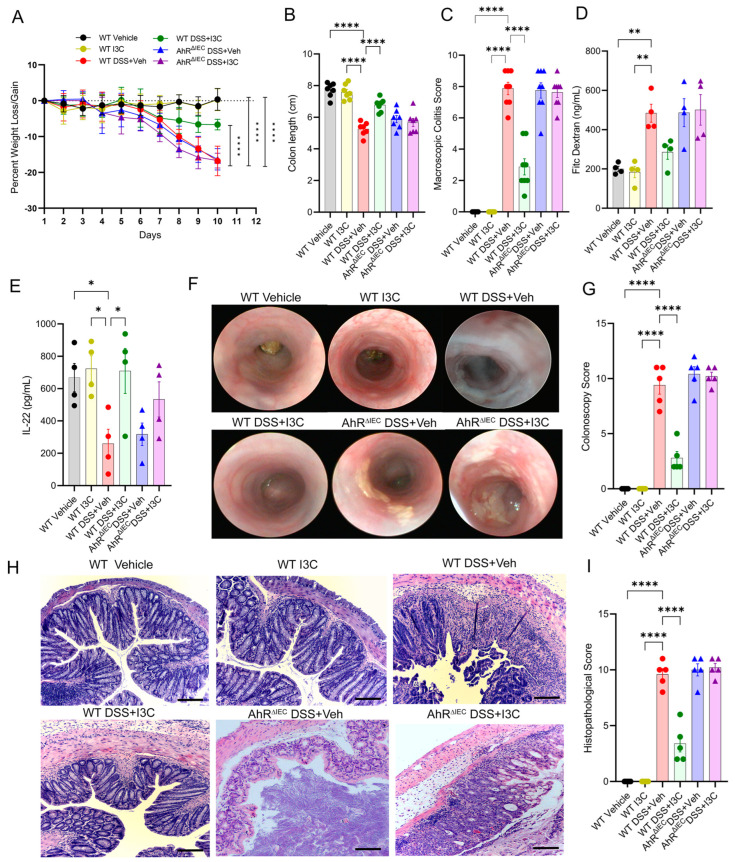
AhR expression in IECs is essential for I3C-mediated protection against DSS-induced colitis in female C57BL/6 mice. (**A**) Weight loss data. (**B**) Colon length data. (**C**) Macroscopic score data. (**D**) FITC-dextran results. (**E**) Bar plot depicting IL-22 ELISA results. (**F**) Representative colonoscopy images taken on day 9 of DSS colitis from experimental groups. (**G**) Bar graph depicting colonoscopy scores. (**H**) Representative H&E images; scale bar (black line) = 50 µm. (**I**) Bar graph depicting histopathological scores from experimental mice (*n* = 5 per group). For bar plots, significance was determined using one-way ANOVA and Tukey’s multiple comparisons test. For weight data over time, two-way ANOVA and Dunnett’s multiple comparisons test was used to determine significance (* *p* < 0.05, ** *p* < 0.01, **** *p* < 0.001).

**Figure 3:**
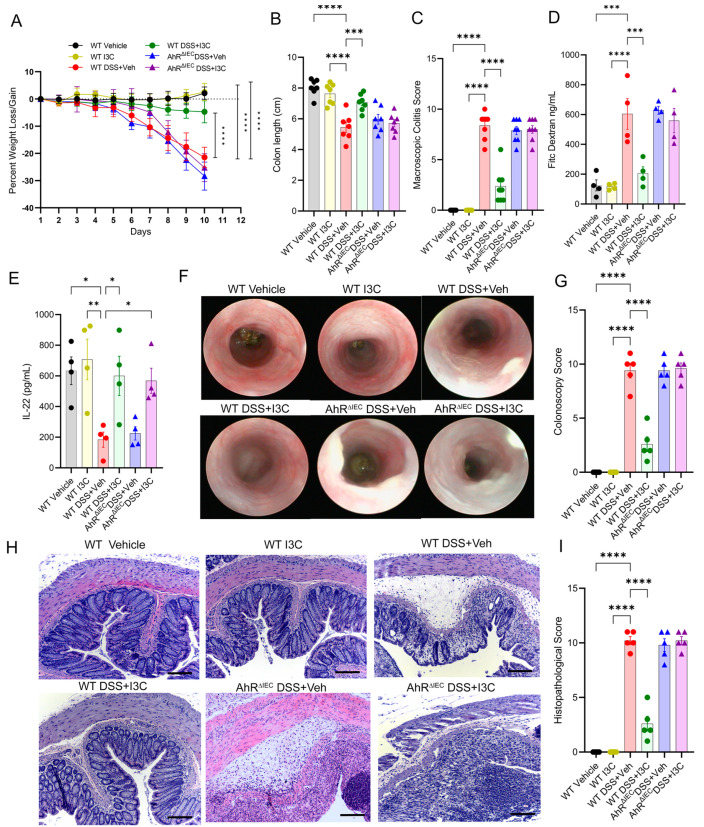
AhR expression in IECs is essential for I3C-mediated protection against DSS-induced colitis in male C57BL/6 mice. (**A**) Weight data. (**B**) Colon length data. (**C**) Macroscopic scoring data. (**D**) FITC-dextran results. (**E**) Bar plot depicting IL-22 ELISA results. (**F**) Representative colonoscopy images taken on day 9 of DSS colitis from experimental groups. (**G**) Bar graph depicting colonoscopy scores. (**H**) Representative H&E stains of colon; scale bar (black line) = 50 µm. (**I**) Bar graph depicting histopathological scores. For bar plots, significance was determined using one-way ANOVA and Tukey’s multiple comparisons test. For weight data over time, two-way ANOVA and Dunnett’s multiple comparisons test was used to determine significance (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005, **** *p* < 0.001).

**Figure 4:**
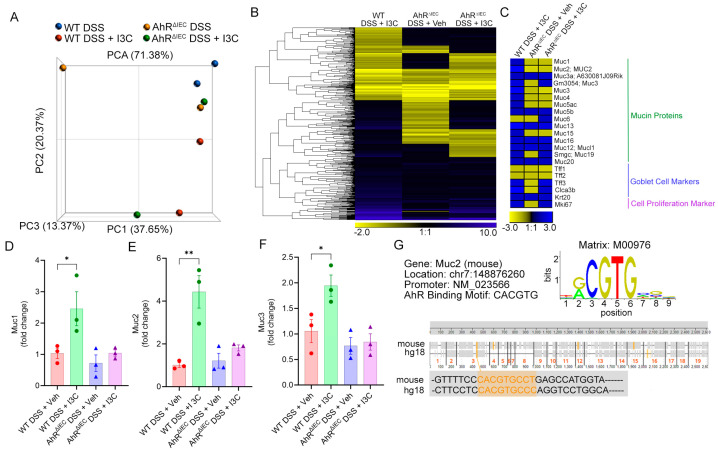
Deficiency of AhR in IECs reduces the ability of I3C to regulate CEC-specific regulatory genes, particularly mucins. (**A**) PCA plot depicting transcriptome results from experimental groups. (**B**) Heatmap depicting fold changes in differentially expressed coding genes (noncoding removed) with at least a 2-fold change compared to control (**C**) Heatmap depicting differentially regulated mucin proteins, mature goblet cell markers (Tff1-3, Clca3b), pan-epithelial cell differentiation marker (Krt20), and proliferation marker (Mki67 or mouse ki67). For validation of microarray data, PCR was performed from colonocytes isolated from experimental groups using primers for (**D**) Muc1, (**E**) Muc2, and (**F**) Muc 3. (**G**) ConTra v3 online browser-generated data depicting AhR binding sites (orange lines) within Muc2 promoter region of mouse (NM_023566) and human (hg18; NM_002457). Error bars equal the standard error mean (SEM). For bar plots, significance was determined using one-way ANOVA and Tukey’s multiple comparisons test. (* *p* < 0.01, ** *p* < 0.01).

**Figure 5:**
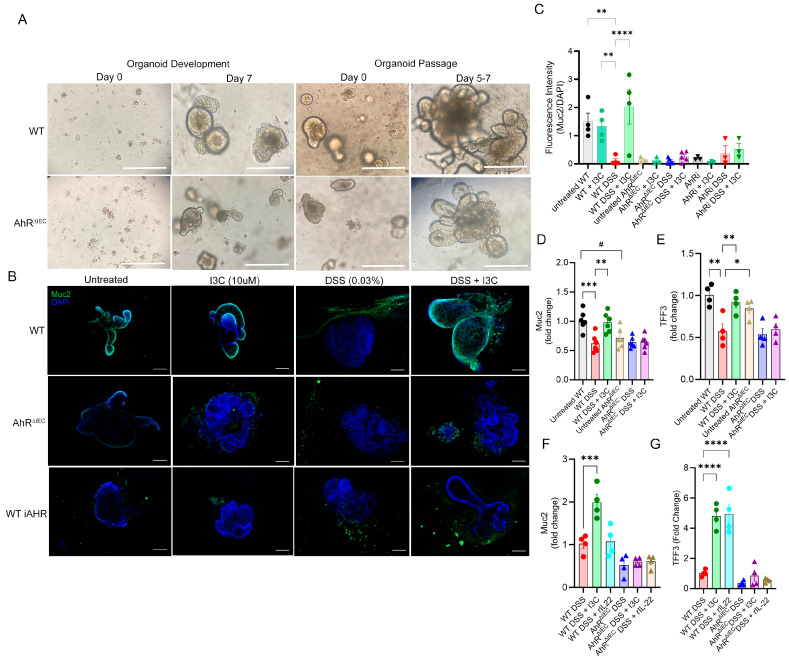
Colon organoids from AhR^ΔIEC^ have impaired ability to produce Muc2 independently, or partly independently, of goblet cell formation/proliferation or IL-22. (**A**) Representative brightfield microscopy images taken during organoid development (Day 0–7) and organoid passaging (Day 0 to Days 5–7); Scale bar (white line) = 50 µm. (**B**) Representative confocal images of colon organoids from WT or AhR^ΔIEC^ mice under detailed experimental conditions; scale bar = 100 µm. (**C**) Bar graph depicting fluorescent intensity of Muc2 and DAPI stains and expressed as a ratio of Muc2/DAPI. (**D**) Bar plot depicting PCR data for Muc2. (**E**) Bar plot depicting PCR data of Tff3. (**F**) Bar plot depicting PCR data for Muc2. (**G**) Bar plot depicting PCR data for Tff3. Error bars equal the standard error mean (SEM). For bar plots, significance was determined using one-way ANOVA and Tukey’s multiple comparisons test using untreated WT at control (* *p* < 0.01, ** *p* < 0.01, *** *p* < 0.005, **** *p* < 0.001). Standard *t*-test was used to compare untreated WT to untreated AhR^ΔIEC^ (# *p* < 0.05).

**Table 1:** Primers for PCR.

Primer	Forward	Reverse
AhR	CAGTGGGAATAAGGCAAGAGTGA	GGTACAAGTGCACATGCCTGC
Vil1	GCCTTCTCCTCTAGGCTCGT	AGGCAAATTTTGGTGTACGG
Vil1 IP	-	TATAGGGCAGAGCTGGAGGA
GAPDH	AACAGCAACTCCCACTCTTC	CCTGTTGCTGTAGCCGTATT
Muc1	TGGATTGTTTCTGCAGATTTT	CCTGACCTGAACTTGATGCT
Muc2	CTACCATTACCACCACTAC	GTCTCTCGATCACCACCATTT
Muc3	TGTTCAGCTTTACTGTGTTTCAA	TTGCATGTCTCCTCAGGATT
Tff3	TAATGCTGTTGGTGGTCCTG	CAGCCACGGTTGTTACACTG

## Data Availability

The raw microarray data supporting the conclusions of this article can be found deposited at the NCBI Gene Expression Omnibus public database with accession numbers GSE242890 and GSE242891. Any other raw data supporting the conclusions of this article will be made available by the authors, without undue reservation.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25042404/s1.

How the deposited data were processed for this re-analysis (not part of the article)

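Gene expression was measured in EPCAM-enriched CECs pooled from mice of 4 groups, Vehicle, I3C, TNBS + Veh and TNBS + I3C, with 1 Clariom D mouse array per group. The authors summarised the arrays in the Transcriptome Analysis Console, which the submitters' processing notes name too, and deposited log2 values with 2 decimals. The paper gives TAC version 4.01.36 and names Partek and Genesis 1.8.1 for its plots. The background correction, the normalization and the genome build are not given in the sources used here, so no coordinates are reported. The number of arrays limits the precision, and with 1 array per group no test, p-value or standard error was computed.

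Probe sets were named from the platform annotation, with symbols updated through gene numbers in the RefSeq gene table of the GRCm38.p6 assembly, which served for names and gene classes only. Of the 30607 probe sets with 1 gene symbol, 22821 matched by gene number, 7476 by symbol, and 310 kept the symbol of the annotation. Probe sets with several symbols were not named. A count is the number of coding probe sets at least 2-fold higher or lower in 1 array than in another. Restored genes are coding probe sets at least 2-fold lower in TNBS + Veh than in Vehicle and at least 2-fold higher in TNBS + I3C than in TNBS + Veh, or the reverse. Reversal without any effect was simulated 100 times, with the differences between I3C and Vehicle at similar mean value as noise. Those differences also hold any effect of I3C. They entered with their signs, so their skew to higher values carries over into the simulated shares.

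The 32 gene lists were fixed before the data were examined, as were the groups, the comparisons and the alternatives not otherwise marked. Each gene was represented by its probe set with the highest mean over the 4 arrays. The median log2 difference of a list was ranked among 10000 random lists drawn from the same 20 bins of mean value, and is described as standing apart in the outer 2.5% on either side. Of the 128 list medians, from 32 lists and 4 comparisons, 43 stood apart, where 6.4 would by chance if genes varied independently. The procedure was tested on simulated data for TNBS + Veh against Vehicle with 30145 genes: 97% of 200 genes changed by 1.5 on the log2 scale were recovered at the 2-fold threshold. Of 200 simulated lists of 15 genes, 92% stood apart after a shift of 0.3, and 4.5% did so with no shift. The simulated noise was equal for all genes and independent between them. In the data, the SD of this difference was 0.250 for coding probe sets with a mean of 4 to 5 and 0.686 for those of 14 to 16. The simulated shares thus hold for that setting only and may be too favourable for these arrays.

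The genes named are those of Fig. 1F and of the paper's section on these arrays, Ahr, Il22, Gapdh and Epcam. To these were added the 10 coding genes highest and the 10 lowest in TNBS + Veh against Vehicle, in TNBS + I3C against TNBS + Veh and in I3C against Vehicle, with a value above the array median in at least 1 of the 2 arrays. Immunoglobulin and T cell receptor segments, olfactory, vomeronasal and taste receptors, and predicted genes were left out. Up to 4 members with the largest differences were named per list. Other genes singled out, among them further goblet cell, clock and AhR target genes, were chosen after their values were seen. The receptor level used as a guide to background was also chosen after seeing the data. Principal components were computed over all probe sets, centred and not scaled. Alternatives were quantile normalization, median centring over coding probe sets, filters on dim probe sets, other sets of probe sets, thresholds of 1.5-fold and 3-fold, other ways to summarise lists and, chosen after seeing the data, values at or below the highest receptor level of the 4 arrays (5.43) raised to it. A difference called at least a given size is set against this level. Colours of Fig. 1F were compared by direction for 17 genes, read from the picture. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9. The experiments in AhR-deficient mice, DSS colitis and organoids were not analysed here.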

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

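Of the tests in this part, the one on 11 clock genes was set before its result was seen, and its repeat without dim genes and those on neutrophil, goblet cell and Muc2 values were chosen after. The lists below were singled out because genes that, apart from Mki67, the paper does not discuss for these arrays stood apart in TNBS + Veh against Vehicle and stood apart in the other direction in TNBS + I3C against TNBS + Veh, under each alternative run for lists. The TNBS + Veh array is in both comparisons, so a list moved by that array alone would show this too. Median log2 differences were 3.64 and then -3.44 for neutrophil genes, 1.37 and -0.705 for IL-22 response genes, 0.515 and -0.545 for proliferation genes, and 0.39 and -0.30 for macrophage and monocyte genes. They were -0.42 and then 0.57 for interferon response genes, -0.25 and 0.26 for enteroendocrine genes, and -0.215 and 0.24 for goblet cell genes. The IL-22 response list shares S100a8 and S100a9 with the neutrophil list. Of its 20 genes, 15 were lower in TNBS + I3C than in TNBS + Veh and 5 higher, among the latter Reg3b (1.02) and Reg3g (1.57).

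Neutrophil genes stood far above Vehicle in CECs of TNBS + Veh, with Stfa2l1 at 14.01, S100a9 at 13.88 and S100a8 at 12.74 on the log2 scale. Of the 15 genes, 2 (S100a8 and S100a9) are also in the IL-22 response list and can be made by epithelium, and the other 13 had a median difference of 3.30 (quartiles 1.98 and 4.30), which is consistent with neutrophil RNA in the enriched cells. EPCAM selection would remove neutrophils, but the paper's flow cytometry (Fig. 1C) shows EPCAM-negative events after enrichment in each group, with the highest EPCAM-positive share in TNBS + Veh. Fewer epithelial cells would raise every other cell type alike. The 31 genes of 8 other non-epithelial lists above the sensory receptor level had a median of 0.16 (quartiles -0.015 and 0.72). List medians were 2.31 for the 8 of the macrophage and monocyte list, several also expressed by neutrophils, and 0.405 for the 8 of fibroblasts. The 6 of T cells had -0.055. The remaining lists held only 1 to 3 such genes each, so the pooled median says little about those cell types. Chiefly through the T cell genes, these values argue against fewer epithelial cells as the whole cause. Influx of neutrophils in colitis, which the groups carry, carry-over during enrichment and a smaller loss of epithelial cells stay open as hypotheses.

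Clca1 and Fcgbp were at least 2-fold lower in TNBS + Veh than in Vehicle, while Muc2 differed by -0.03 (0.10 under quantile normalization), Agr2 by 0.07 and Zg16 by 0.69. Fewer goblet cells in the pool would lower goblet cell genes alike. The other 24 goblet cell genes above the sensory receptor level, which here include Muc2, Tff3 and Clca3b, had a median of -0.045 (quartiles -0.31 and 0.105). Some of them could hardly show a 2-fold fall, such as Klk1, at the ceiling, and Gfi1 and Tpsg1, at 5.57 and 5.65 in Vehicle. The median still lies far from the falls of Clca1 and Fcgbp, which argues against fewer goblet cells as the whole cause. Loss of range near the ceiling would not touch dimmer genes, yet 21 other goblet cell genes with a mean below 16 had a median of -0.06 (quartiles -0.32 and 0.07). For Muc2 itself it remains open. The SD of the difference was 0.310 over the 20 probe sets nearest to Muc2 in mean value, against 0.707 over the 100 nearest to Clca1. A fall of Muc2 may thus be compressed, but differences of the 20 still ran from -0.56 to 0.69, so some range was left. A smaller loss of goblet cells and a change in expression of Clca1 and Fcgbp with colitis are hypotheses that these tests leave open.

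Nr1d1, a repressor in the clock, and Dbp, a clock output gene, were lower in TNBS + Veh than in Vehicle by -2.34 and -1.39 and higher in TNBS + I3C than in TNBS + Veh by 2.03 and 2.10. Collection at another time of day would move other clock genes by phase. The median of 4 genes taken as of the opposite phase (Arntl, Npas2, Clock and Nfil3) minus that of 7 taken as of the same phase was 0.44. Without Hlf and Bhlhe41, which were below the sensory receptor level in each array and could hardly show a fall, it was 0.73. Both lie between the values set for and against this explanation. All 4 of the opposite phase were higher in TNBS + Veh (0.35 to 0.44) and lower again in TNBS + I3C (-0.13 to -0.59), and Nr1d2 was lower by -0.83. Per1 and Per2 were higher by 0.49 and 0.58, which counts against time of day only if they share the phase of Nr1d1. Phases were assigned beforehand and not measured here. Time of collection and colitis cannot be told apart with 1 pool per group.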

How the results depend on the processing

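Counts stayed within 1.5 times under quantile normalization, median centring, the filter on the array median and 1 probe set per gene. Leaving out the genes of the neutrophil, macrophage and monocyte, mast cell and cytokine lists, chosen after seeing the data, kept 19232 of 19293 coding probe sets, too small a step to move the largest counts by 1.5 times, and so does not test how much of them comes from immune cells. Among the 7454 brightest coding probe sets, the counts that moved were TNBS + Veh 57 lower, I3C 21 higher and 8 lower, TNBS + I3C 5 lower, TNBS + I3C against TNBS + Veh 102 lower, any group 370, restored from high 98. With probe sets of every gene class, the counts that moved were TNBS + Veh 616 higher and 340 lower, I3C 95 higher and 103 lower, TNBS + I3C 245 higher and 150 lower, TNBS + I3C against TNBS + Veh 213 higher, any group 1299, restored from low 101. At 1.5-fold, the counts that moved were TNBS + Veh 1172 higher and 520 lower, I3C 244 higher and 240 lower, TNBS + I3C 735 higher and 263 lower, TNBS + I3C against TNBS + Veh 508 higher and 513 lower, any group 2393, restored from low 212, restored from high 396. At 3-fold, the counts that moved were TNBS + Veh 140 higher and 11 lower, I3C 2 higher and 0 lower, TNBS + I3C 19 higher and 3 lower, TNBS + I3C against TNBS + Veh 26 higher and 97 lower, any group 169, restored from low 10, restored from high 91. A lower threshold can only add probe sets and a higher one only remove them, and for the sets of bright probe sets and of every gene class the cause was not tested. Without predicted, receptor and immune receptor genes, I3C had 25 higher and 11 lower, and TNBS + I3C 11 lower than Vehicle. With the sensory receptor level as a filter, chosen after seeing the data, TNBS + I3C had 14 lower. With dim values raised to that level, also chosen after, TNBS + Veh had 61 lower, I3C 22 higher and 9 lower, and TNBS + I3C 7 lower, since the difference to a dim value becomes a lower bound. Where restored meant a return to the Vehicle level, 28 and 39 qualified. The third principal component held 12.8% over coding probe sets and 13.7% over the brightest probe sets, and the cause was not tested. Across all lists and alternatives, 909 values kept their side of the range, 36 no longer stood apart and 51 newly did. In TNBS + I3C against Vehicle, goblet cell genes stood apart with random lists not matched (0.22), with the mean (0.37) and above the receptor level (0.25, chosen after seeing the data). The paper's goblet markers did so in TNBS + I3C with lists not matched (0.43) and with dim values raised (0.37), and in I3C with the mean (0.365), and the cause was not tested. No difference of the Fig. 1F genes of at least 2-fold changed sign. Signal over background limits 7 of their 19 probe sets, and the ceiling limits Muc3 and Muc13. No paired analysis was possible because each group has 1 array.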

Differences from the paper's values

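The paper counts 549 coding genes past 2-fold against Vehicle, and 567 coding probe sets were found here, within 1.5 times of each other. The plot in Fig. 1D gives shares of variance of 61%, 22% and 16%. Here they were 50.1%, 27.2% and 22.7% over all probe sets, and 64.3%, 22.9% and 12.8% over coding probe sets. Under quantile normalization the third share was 24.2%, and with unit variance 27.2%, both more than 1.5 times that of the plot. For 17 genes of Fig. 1F, 51 directions against Vehicle were compared with the colours of the picture. Of these, 43 ran the same way, 6 were equal values here (Muc3 and Muc13, at or near the ceiling) and 2 were opposite. Above the sensory receptor level were 30 of the 51, from 10 genes, of which 22 ran the same way, and the directions of the other 7 genes cannot be told from background. Under quantile normalization, set before the data were examined, 39 of the 51 ran the same way, 4 were equal and 8 were opposite, among them Muc2 in TNBS + Veh. Fig. 1F shows Tff3 below Vehicle in TNBS + Veh, where the difference here was 0.21, and -0.01 under quantile normalization. It shows Krt20 above Vehicle in I3C, where the difference here was -0.52. Fig. 1F has a pair of lines for Muc2, of which the line that is lower in TNBS + Veh was compared with the single Muc2 probe set named here. Which line stands for this probe set is not known. The same direction of Muc2 in TNBS + Veh, counted among the 43 and the 22, may thus follow from the choice of line.

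The paper states that Muc2, Tff1 and Tff3 were significantly lower in TNBS + Veh and restored in TNBS + I3C. With 1 array per group no significance can be computed here. Muc2 differed from Vehicle by -0.03 in TNBS + Veh and by 0.07 in TNBS + I3C, and under quantile normalization by 0.10 and 0.23. Tff3 differed by 0.21 and 0.79, and under quantile normalization by -0.01 and 0.59. Tff1 was below the receptor level in each array, so its direction, counted among the 43 and among the 8 above, cannot be told from background, and none of the 3 genes reached a 2-fold difference between TNBS + Veh and Vehicle.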

Other observations

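Genes induced by IL-22 in epithelium did not all follow the neutrophil genes back in TNBS + I3C. Reg3b, which encodes an antimicrobial lectin, read 9.29 in Vehicle, 13.50 in TNBS + Veh and 14.52 in TNBS + I3C, and Reg3g read 6.63, 7.38 and 8.95. Lcn2, an iron-sequestering protein made by neutrophils and epithelium, read 4.56, 9.91 and 5.11. Steap4 read 5.34, 9.13 and 6.88. Il22 itself was not above the sensory receptor level in any array, at 4.38 in Vehicle and 4.30 in TNBS + I3C. Ahr read 8.37 in Vehicle, 8.22 in I3C, 8.21 in TNBS + Veh and 8.23 in TNBS + I3C. Of 9 AhR target genes, Cyp1a1, Cyp1a2, Cyp1b1, Ahrr and Aldh3a1 were not above the receptor level in any array. The list had medians of -0.15 in I3C against Vehicle (percentile 4.09) and 0.13 in TNBS + I3C against TNBS + Veh (percentile 91.7). Nqo1, a quinone reductase, read 8.45 in Vehicle, 7.79 in I3C, 7.42 in TNBS + Veh and 9.15 in TNBS + I3C.

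Further lists stood apart in some comparisons. In TNBS + I3C against TNBS + Veh, tight junction genes had a median of 0.17 (percentile 98.1), with Cldn15 at 1.53 and Cldn4 at 1.24, and Paneth and small intestine genes 0.35 (percentile 100, and 0.17 with dim values raised to the receptor level). Immediate early and heat shock genes had 0.22 (percentile 98.4), T cell genes 0.17 (percentile 97.8), epithelial repair genes -0.185 (percentile 1.11) and fibroblast genes -0.20 (percentile 0.66). Sprr1a, a cornified envelope gene in the repair list, was higher in TNBS + I3C than in TNBS + Veh by 1.91. In TNBS + I3C against Vehicle, mucin O-glycosylation genes had a median of 0.32 (percentile 99.6), with Fut2 at 0.73, and squamous epithelium genes 0.08 (percentile 98.8). Epithelial repair genes were still above Vehicle in TNBS + I3C (0.645, percentile 100, with 5 of 14 at least 2-fold higher), as were those of fatty acid oxidation and ketogenesis (0.45, percentile 99.3, and 97.1 with the mean). Paneth and small intestine genes had 0.48 (percentile 100, and 0.365 with dim values raised), interferon response genes 0.19 (percentile 99.9), macrophage and monocyte genes 0.195 (percentile 99.8), neutrophil genes 0.19 (percentile 98.2) and mast cell genes 0.15 (percentile 99.2). IL-22 response genes had 0.175 (percentile 95.9) and stood apart under quantile normalization (0.255, percentile 99.8). In I3C against Vehicle, IL-22 response genes had 0.175 (percentile 99.9, with 16 of 20 higher), neutrophil genes -0.13 (percentile 0.845, and 6.64 with the mean), ER stress genes 0.17 (percentile 99.8) and pancreatic acinar genes 0.25 (percentile 99.8). In TNBS + Veh against Vehicle, pancreatic acinar genes had 0.15 (percentile 98.9). With dim values raised, the medians were 0 for the T cell, fibroblast and epithelial repair lists in TNBS + I3C against TNBS + Veh, for squamous epithelium, interferon response, macrophage and monocyte, neutrophil and mast cell genes in TNBS + I3C against Vehicle, for neutrophil genes in I3C against Vehicle, and for pancreatic acinar genes in I3C and in TNBS + Veh against Vehicle, and none of these stood apart. Besides the lists already given for that comparison, those that did not stand apart in TNBS + Veh against Vehicle were mucin O-glycosylation (0.25), ER stress (0.325), tight junction (0.02), immediate early and heat shock (0.06), AhR targets (-0.16), stem and Wnt (-0.14), tuft cell (-0.08), squamous epithelium (-0.05) and Paneth and small intestine (-0.05). The same holds for T cell (-0.15), B and plasma cell (-0.16), mast cell (-0.13), MHC class II (-0.04), endothelial (-0.205), smooth muscle (-0.095) and enteric glia and neuron genes (-0.075). Few genes were above the receptor level in the lists of B and plasma cells (1 of 13), endothelium (1 of 10), enteric glia and neurons (1 of 8), tuft cells (2 of 10), squamous epithelium (3 of 13), smooth muscle (3 of 10), mast cells (3 of 9), MHC class II (3 of 9) and AhR targets (4 of 9), so that most members of these could hardly show a fall. Of the lists within range, stem and Wnt genes stood apart with dim values raised (-0.05, percentile 0.845).

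The median difference between TNBS + Veh and Vehicle depended on brightness. It was -0.11 for coding probe sets with a mean of 4 to 5 and 0.28 for those of 14 to 16. The matching of random lists on mean value takes this trend into account only in part for bright genes. Random lists for fatty acid oxidation and ketogenesis had a median of 0.165. Coding probe sets with a mean of 10 to 12 and of 12 to 14, where many of its genes lie, had 0.21 and 0.26. Percentiles of lists of bright genes in this comparison may thus partly reflect brightness. The correlation of TNBS + Veh minus Vehicle with TNBS + I3C minus TNBS + Veh was -0.752, against -0.499 in simulations with no effect, and their covariance was -0.122 against -0.0247. The simulations gave the arrays equal noise, which by itself fixes the simulated correlation. A TNBS + Veh array that alone stood apart would also make the correlation stronger, so the contrast does not measure reversal by I3C.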
